# The SWI/SNF ATPase BRG1 facilitates multiple pro-tumorigenic gene expression programs in *SMARCB1*-deficient cancer cells

**DOI:** 10.1038/s41389-022-00406-6

**Published:** 2022-06-01

**Authors:** Kylie C. Moe, Jack N. Maxwell, Jing Wang, Cheyenne A. Jones, Grace T. Csaki, Andrea C. Florian, Alexander S. Romer, Daniel L. Bryant, Anthony L. Farone, Qi Liu, William P. Tansey, April M. Weissmiller

**Keywords:** Oncogenes, Paediatric cancer, Cancer genomics

## Abstract

Malignant rhabdoid tumor (MRT) is driven by the loss of the SNF5 subunit of the SWI/SNF chromatin remodeling complex and then thought to be maintained by residual SWI/SNF (rSWI/SNF) complexes that remain present in the absence of SNF5. rSWI/SNF subunits colocalize extensively on chromatin with the transcription factor MYC, an oncogene identified as a novel driver of MRT. Currently, the role of rSWI/SNF in modulating MYC activity has neither been delineated nor has a direct link between rSWI/SNF and other oncogenes been uncovered. Here, we expose the connection between rSWI/SNF and oncogenic processes using a well-characterized chemical degrader to deplete the SWI/SNF ATPase, BRG1. Using a combination of gene expression and chromatin accessibility assays we show that rSWI/SNF complexes facilitate MYC target gene expression. We also find that rSWI/SNF maintains open chromatin at sites associated with hallmark cancer genes linked to the AP-1 transcription factor, suggesting that AP-1 may drive oncogenesis in MRT. Interestingly, changes in MYC target gene expression are not overtly connected to the chromatin remodeling function of rSWI/SNF, revealing multiple mechanisms used by rSWI/SNF to control transcription. This work provides an understanding of how residual SWI/SNF complexes may converge on multiple oncogenic processes when normal SWI/SNF function is impaired.

## Introduction

Malignant rhabdoid tumor (MRT) and atypical teratoid/rhabdoid tumors (AT/RT) are rare and aggressive childhood cancers with almost all cases diagnosed in young children. Despite efforts to identify new strategies to treat rhabdoid tumors, survival rates remain poor and very few treatment options currently exist [1]. Almost 100% of rhabdoid tumors are defined by loss of *SMARCB1* (SWI/SNF Related, Matrix Associated, Actin Dependent Regulator of Chromatin, Subfamily B, Member 1), a tumor suppressor gene that encodes the SNF5 subunit of the SWI/SNF (Switch/Sucrose Non-Fermentable) chromatin remodeling complex. Loss of *SMARCB1* is the most common recurring mutation in these cancers [2], highlighting the extensive role that SNF5 plays in tumor suppression. Many of these roles have been clearly defined using the reintroduction of SNF5 into MRT cell lines as the model system. These include the ability of SNF5 to activate enhancers linked to cell differentiation and development genes [3], oppose repression of bivalent promoters that are also linked to cell development genes [4], compete with the non-canonical SWI/SNF subunit, BRD9 (Bromodomain Containing 9), for access to pan-SWI/SNF subunits [5, 6], and impede the transcriptional potential of the oncoprotein transcription factor MYC [7]. The breadth of cellular processes discovered to be regulated by SNF5 continues to explain how the loss of this tumor-suppressive subunit acts as a major insult to normal cellular function and creates the potential for cancer.

Three different SWI/SNF complexes—canonical BAF (cBAF, BAF stands for BRG1/BRM-Associated Factor), polybromo-associated BAF (pBAF), and non-canonical BAF (ncBAF, also known as GBAF [8])—have been characterized in detail over the past several years [9]. While each complex shares some pan-subunits, such as the ATPase subunit, BRG1 (Brahma-related gene-1) or BRM (Brahma), and the subunit BAF155, each complex is marked by several unique subunits and each shows distinct genomic localization patterns important for their proposed specific functions [9]. Of all three complexes, SNF5 is found in cBAF and pBAF complexes and upon SNF5 loss the remaining SWI/SNF subunits in these two complexes persist, along with ncBAF. Evidence for the maintenance of rhabdoid tumors requiring the involvement of the SWI/SNF complexes that are retained in the absence of SNF5 (called “rSWI/SNF” herein) [5, 6, 10] is compelling. Early studies to knock down the SWI/SNF ATPase BRG1 revealed that BRG1 is required for cell proliferation and tumor formation in the absence of SNF5 [10]. In addition, genomic approaches have shown that rSWI/SNF subunits such as BRG1 are localized to super-enhancers in MRT to control tumor cell survival [3]. More recently, the BRD9 subunit of the ncBAF complex was identified as a synthetic lethal target in SNF5-deficient cancers and was found to maintain gene expression in these cancers [5, 6]. Together, these data point to an essential role for rSWI/SNF in the maintenance of an oncogenic state, which is not unusual among cancers that show SWI/SNF subunit alteration [11].

Presumably, rSWI/SNF complexes should converge on known oncogenic pathways, but a direct connection between rSWI/SNF and specific oncogenes in MRT is lacking. Recently, we found that a major oncogene in cancer, MYC, becomes deregulated in MRT through loss of SNF5 [7], a finding that explains the activation of MYC target gene signatures observed in *SMARCB1*-deficient cancers [12–14]. We also discovered that rSWI/SNF subunits can interact physically and colocalize on chromatin with MYC [15], suggesting that rSWI/SNF can facilitate MYC oncogenic function in the absence of SNF5. Unfortunately, the influence that rSWI/SNF has on a particular oncogene like MYC has not been delineated, and while rSWI/SNF should facilitate tumor-relevant transcriptional programs through impacting oncogenic pathways, those specific pathways—and the mechanisms by which they are regulated—remain unclear.

In this present study, we sought to determine the impact of rSWI/SNF on MYC function and expose any mechanisms by which these complexes function using a selective and specific chemical degrader targeted against the SWI/SNF ATPase, BRG1 [16–18]. Depletion of BRG1 followed by transcriptome analysis shows that expression of MYC target genes is impaired, an effect that can occur rapidly following BRG1 loss. Analysis of how the chromatin remodeling activity of rSWI/SNF impacts the MRT transcriptome reveals that SWI/SNF complexes can regulate the open chromatin state at sites linked to multiple cancer hallmark genes, such as signaling, angiogenesis, and migration. Interestingly, sites where inhibition of rSWI/SNF reduces chromatin accessibility are enriched with AP-1 (Activator protein 1) transcription factor binding motifs and show a corresponding change in gene expression. However, overt changes to the open chromatin state cannot explain impaired MYC target gene expression, indicating that rSWI/SNF complexes may control MYC target gene expression through a mechanism that is not entirely dependent on chromatin remodeling. Therefore, our data reveal that rSWI/SNF complexes can drive oncogenic transcriptional programs in MRT through multiple mechanisms, only some of which are due directly to the function of SWI/SNF as a chromatin remodeling complex. This study informs how retained SWI/SNF complexes in MRT can converge on multiple oncogenic processes through diverse mechanisms following SNF5 loss and may predict specific oncogenic pathways that become activated across other cancers showing SWI/SNF subunit alteration and mutations.

## Results

### ACBI1 treatment causes acute degradation of BRG1

To broadly affect SWI/SNF function in MRT we treated the G401 cell line with commercially available proteolysis targeting chimera (PROTAC) degrader, ACBI1 [16–18] that targets the SWI/SNF ATPases, BRG1 and BRM, as well as the pBAF subunit, PBRM1 (polybromo 1). Treatment with 250 nM ACBI1 leads to a rapid reduction in levels of BRG1 and PBRM1 as early as 1 h following treatment, while not affecting protein levels of MYC (Fig. 1a). Cells treated for 24 h show similar specificity for BRG1 and PBRM1, with modest decreases in protein levels of other pBAF-specific subunits such as ARID2 (AT-Rich Interaction Domain 2) and BRD7 (Bromodomain Containing 7) (Fig. 1b). Despite rapid removal of BRG1 and PBRM1, G401 cells do not show a cell growth phenotype at 24 h (Fig. 1c), but by day 4 cell growth is impaired (Fig. 1d) and cell cycle analysis shows a significant increase of cells within the G1-phase (Fig. 1e). These data indicate that rSWI/SNF complexes are important for maintaining cellular function in MRT and are consistent with previous data revealing that rSWI/SNF subunits show synthetic lethality in SNF5-deficient cancers [5, 6, 10].

**Fig. 1:**
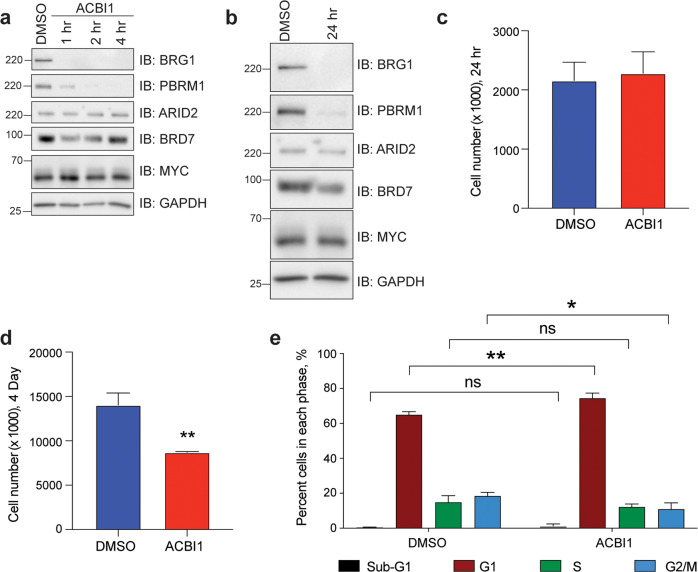
ACBI1 depletes SWI/SNF subunits BRG1 and PBRM1. **a** G401 cells were treated with 250 nM ACBI1 for the indicated times and protein lysates were probed for expression of BRG1, pBAF-specific subunits PBRM1, ARID2, and BRD7, and MYC. DMSO control is matched to longest treatment. GAPDH is used as a loading control. **b** G401 cells were treated as in **a** for 24 h and protein lysates probed for the indicated proteins. GAPDH is used as a loading control. **c** G401 cells were plated with 250 nM ACBI1 or DMSO control and cell growth monitored over 24 h (*n* = 5 biological replicates, error bars are standard error). **d** G401 cells in **c** were allowed to grow for 4 days in the presence of ACBI1 or DMSO control and cells counted at this timepoint (*n* = 5 biological replicates, error bars are standard error, **P = 0.004 using unpaired *t*-test, two-tailed between DMSO and ACBI1). **e** Cell cycle analysis of G401 cells treated with 250 nM ACBI1 or DMSO control for 4 days as determined by flow cytometry (*n* = 4 biological replicates, error bars are standard error, **P = 0.0015, *P = 0.0117 using unpaired *t*-test, two-tailed).

### Loss of SWI/SNF function results in diverse gene expression changes

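RNA-seq was performed on G401 cells, a line from a rhabdoid tumor of the kidney that lacks SNF5, after 24 h with 250 nM ACBI1 (3 samples) or with DMSO (3 samples). ACBI1 joins a ligand of the BRG1, BRM and PBRM1 bromodomains to a ligand of a ubiquitin ligase, so it acts on the proteins and not on their transcripts. By the paper's methods, RNA was depleted of ribosomal RNA, and reads were trimmed with Cutadapt, aligned to hg19 with STAR and quantified by featureCounts. The authors deposited whole-number counts for 18035 protein-coding genes, without normalization. The annotation release, the use of strand and the handling of reads that align to several places are not given in the paper's text, so genes with near-identical copies are reported as uncertain. Total counts were 37104108, 38546384 and 37340356 in DMSO replicates 1 to 3 and 39312313, 38573783 and 36284418 in ACBI1 replicates 1 to 3. TMM normalization factors lay between 0.973 and 0.985 in DMSO samples and between 1.02 and 1.03 in ACBI1 samples, so the direction of small changes can depend on the scaling. The count table was tested with edgeR's quasi-likelihood test after TMM normalization and edgeR's filter on low counts, which kept 14331 genes, and p-values were adjusted by the Benjamini-Hochberg procedure. Within each condition, every pair of replicates differed by more than the sampling noise of the counts (chi-square per degree of freedom of 2.69 to 4.78), so none was counted as a duplicate library. Gene positions are those of the count table on hg19.

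The transcript of BRG1, SMARCA4 (ENSG00000127616.13, chromosome 19, 11071598 to 11176071), had 660.4 ± 18.1 TMM-normalized CPM (counts scaled to library size) with DMSO and 595.3 ± 13.5 with ACBI1 (SD, n = 3 each). This is a log2 fold change of -0.15 (standard error 0.035, adjusted p = 8.9e-04, edgeR's quasi-likelihood test), and the call was kept with each replicate left out in turn. The PBRM1 transcript did not differ detectably (log2 fold change -0.029, adjusted p = 0.56, edgeR's quasi-likelihood test), and its direction turned under upper quartile and total count scaling. SMARCA2, which encodes BRM, had between 3 and 7 counts in each sample and SMARCB1 between 0 and 3, too few for a test.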

In order to determine the extent of gene expression changes resulting from loss of rSWI/SNF function, we performed RNA-seq on G401 cells treated with 250 nM ACBI1 compared to DMSO control at 24 h post-treatment (Supplementary Fig. 1a), a timepoint at which no apparent growth changes are present (Fig. 1c). Overall, there are ~5000 gene expression changes (Fig. 2a, Supplementary Table 1) showing diverse responses in either direction (Fig. 2b). 

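At an adjusted p under 0.05 in edgeR's quasi-likelihood test, 6331 of the 14331 tested genes (44.2%) changed in expression, 3129 of them increased and 3202 decreased. Most changes were small. The median absolute log2 fold change of the changed genes was 0.24, and 13.5% of them passed a fold change of 1.5, with 399 increased and 453 decreased genes. In 7430 genes (51.8%), all 3 ACBI1 samples lay above or below all 3 DMSO samples, where chance gives 10%. Of the alternatives, DESeq2, the tool of the paper's methods, moved the total most, to 2257 increased and 2837 decreased genes, and 5043 of the 6331 genes were among them. The balance of directions depended on the scaling. Increased genes made up 49.4% of the changed genes with TMM, 58.6% with upper quartile normalization and 67.7% with the total count alone (4586 increased and 2187 decreased). With each replicate left out in turn, between 5544 and 5910 genes changed.

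The largest changes were taken among genes with a mean of at least 1 CPM and no overlap between the conditions. The 5 largest increases were those of CHRM4 (log2 fold change 1.68), EPHA5 (1.64), FIBCD1 (1.62), GABRG3 (1.45) and OSTN (1.42), all genes with few counts, such as 43 to 56 counts of CHRM4 with DMSO and 133 to 205 with ACBI1. The 5 largest decreases were those of PLEKHG1 (-4.30, with 1 to 6 counts per ACBI1 sample), MMP1 (-3.26), CHI3L1 (-2.86), PLA2G3 (-2.83) and KLHDC7A (-2.70). The size of the decrease of CHI3L1 rests on DMSO replicate 1, which had 316 counts against 54 and 39 in the other DMSO replicates, and without that sample its log2 fold change was -1.30. The smallest p-values among increased genes belonged to DKK1 (1.02), ZDHHC23 (0.94), CDKN2C (0.89), CHL1 (0.88) and FGFR3 (0.78). DKK1 (ENSG00000107984.5, chromosome 10, 54074056 to 54077802) rose from 612.0 ± 2.69 to 1238 ± 23.9 normalized CPM (SD, n = 3 each), with a standard error of 0.035 and an adjusted p of 1.1e-20 in edgeR's quasi-likelihood test. Among decreased genes they belonged to PSG1 (-1.83), SYNM (-1.56), SPOCD1 (-2.21), HKDC1 (-2.05) and PPL (-1.41). PSG1 is one of a family of near-identical genes and is uncertain. SYNM (ENSG00000182253.10, chromosome 15, 99638420 to 99675798) fell from 153.4 ± 0.344 to 52.2 ± 1.30 normalized CPM (SD, n = 3 each), with a standard error of 0.037 and an adjusted p of 6.1e-24 in edgeR's quasi-likelihood test. No call among the genes named here was lost when any 1 replicate was left out.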

About 70–75% of genes that changed in expression (FDR < 0.05) are bound by BRG1 as determined by comparing differentially expressed genes to a publicly available BRG1 ChIP-seq dataset that previously determined BRG1-binding sites in untreated G401 cells (GSE90634, [4]) (Fig. 2c). In addition, BRG1-bound genes show a lower fold change in response when compared to non-BRG1-bound genes (Fig. 2d). Gene ontology (GO) enrichment analysis (https://david.ncifcrf.gov/) of genes with increased transcript levels shows multiple unique gene categories seemingly linked to developmental processes (Supplementary Fig. 1b), but gene set enrichment analysis (GSEA) reveals that genes increased in expression are positively enriched among only two MSigDB hallmark gene lists (FDR < 0.05) (Supplementary Table 2), one of which is”KRAS_signaling_down” (Fig. 2e). In contrast, GO analysis of genes with decreased expression shows strong enrichments among several essential biological functions such as ribosome biogenesis, cell cycle, and translation (Fig. 2f). 

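The GO analysis was not repeated, and gene lists written from memory were used in its place. Each list was compared with all other tested genes by limma's camera test (two-sided, preset correlation 0.01), with p-values adjusted over the family of 8 lists. Of 86 tested cytosolic ribosomal protein genes, 50 were decreased and 1 was increased at an adjusted p under 0.05, and their median log2 fold change was -0.11 (quartiles -0.14 and -0.063, camera adjusted p = 0.0017), against 0.0078 for all tested genes. Adjusted over the list alone, 54 of them changed. Of these genes, 3 are also named by the paper. Ribosomal protein genes have many processed pseudogenes that can share their reads, so single values are uncertain. Estimating the correlation between genes in place of the preset value moved this result most, to an adjusted p of 0.59, and the rotation test fry gave 0.067 (range over the alternatives 5.0e-05 to 0.59).

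For 76 mitochondrial ribosomal protein genes the median was -0.077, with 32 decreased and 2 increased genes (camera adjusted p = 0.012). Without DMSO replicate 2 the adjusted p of that list was 0.055 (range over the alternatives 0.0063 to 0.50). Genes of S phase had a median of -0.14, with 29 of 41 decreased and none increased (camera adjusted p = 3.9e-05). Genes of G2/M did not differ from other genes (55 tested, median -0.021, 9 decreased, 7 increased, camera adjusted p = 0.83), and the sign of that median turned with upper quartile and total count scaling. Across the family, 7 lists passed camera with the preset correlation, 6 of these also passed fry and 1 passed camera with an estimated correlation. The paper states from its GO analysis that genes decreased in expression are enriched for ribosome biogenesis, cell cycle and translation.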

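The hallmark list MYC targets V2 holds genes that rise with MYC activity, many of them for nucleolar proteins and ribosome assembly. A copy of it with 59 genes was written from memory, because the MSigDB file was not used here, and MYC targets V1 was not analysed here. Of the 59 genes, 50 were decreased and 2 increased in edgeR's quasi-likelihood test at an adjusted p under 0.05, and 53 changed when adjusted over the list alone. Their median log2 fold change was -0.26 (quartiles -0.33 and -0.19), apart from other genes with a camera adjusted p of 5.0e-14. The median stayed between -0.27 and -0.24 when each replicate was left out in turn. With fry the adjusted p was 0.0013, and with an estimated correlation between genes it was 0.13 (range over the alternatives 8.8e-19 to 0.13).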

GSEA also shows significant enrichments of decreased transcripts among 22 hallmark datasets (Supplementary Table 2), including both hallmark MYC target gene lists (Fig. 3g), E2F2 targets, unfolded protein response, MTORC1 signaling, and hypoxia (Supplementary Fig. 1c). We conclude based on these data that ACBI1 treatment predominately impacts the expression of BRG1-bound genes and that the primary role of rSWI/SNF in G401 cells is to facilitate the expression of genes linked to several essential biological functions.

**Fig. 2:**
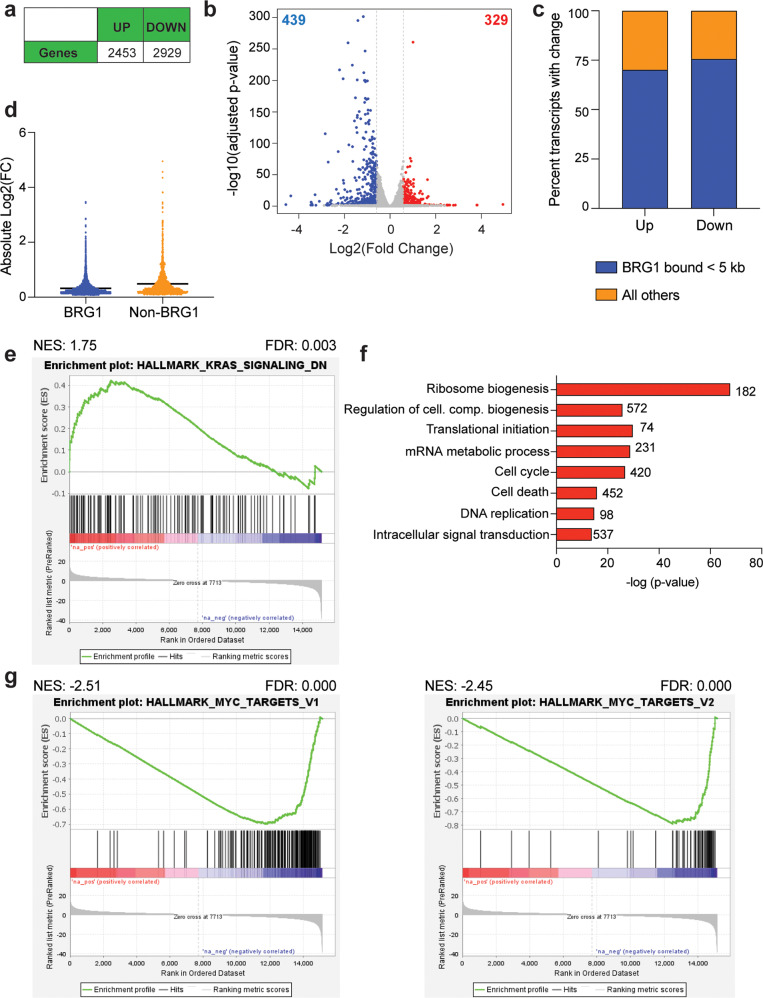
ACBI1 treatment causes diverse gene expression changes predominantly at BRG1-bound genes. **a** Total number of differentially expressed genes that were increased in expression (“up”) or decreased (“down”) in response to 24 h ACBI1 treatment. FDR < 0.05 was used for determining significantly changed genes. **b** Volcano plot showing all gene expression changes in each direction. Red represents genes that were increased in expression with a fold change > 1.5 and blue represents genes that were decreased in expression with a fold change < −1.5. **c** Transcripts with a change in each direction were compared to publicly available BRG1 ChIP-seq data (GSE90634, [4, 15]). Regardless of direction, most transcripts that significantly change show BRG1 binding within 5 kb of the transcription start site. **d** Scatter dot plot showing the absolute value of all individual log2FC changes for genes bound by BRG1 versus non-bound as defined in **c**. Line falls at mean of each sample. **e** Gene set enrichment analysis (GSEA) for all gene expression changes compared against MSigDB hallmark datasets. Transcripts changed following ACBI1 treatment show positive enrichment within ranked list of genes in the “KRAS signaling down” hallmark dataset. **f** Gene ontology (GO) analysis of transcripts that are decreased by ACBI1 treatment. Number of genes in each term are shown next to the bar, cell. com. = cellular component. **g** GSEA analysis showing the two most significant MSigDB hallmark lists that resulted from comparing all gene expression changes with ACBI1 treatment against the MSigDB hallmark datasets. Transcripts that are changed following ACBI1 treatment show a negative enrichment within a ranked list of MYC targets, V1 and V2.

**Fig. 3:**
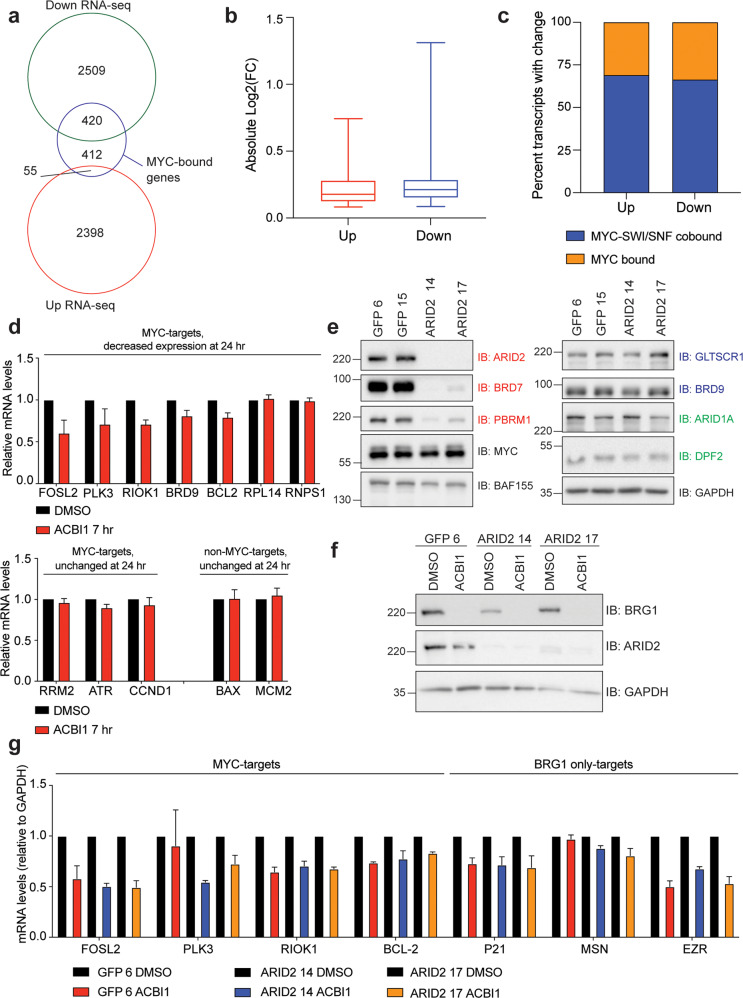
Loss of BRG1 impacts MYC target gene expression. **a** Venn diagram comparing transcript changes (Fig. 2a) to MYC-bound genes as determined by ChIP-seq [7]. **b** Box-and-whisker plot showing the absolute log2FC change for the 420 MYC-bound genes with decreased expression or the 55 MYC-bound genes with increased expression identified in **a**. Plot shows the 25th to 75th percentile, middle line marks the median with whiskers extending from minimum to maximum point. **c** Stacked bar graph showing the percentage of all MYC-bound genes with a transcript change in **a** that are also bound by BRG1 and BAF155 (“SWI/SNF”, [15]). **d** mRNA analysis of indicated genes following treatment of G401 cells for 7 h with ACBI1 or DMSO control as determined by RT-QPCR analysis. GAPDH is used as a reference gene for normalization (*n* = 3 biological replicates, error bars are standard error). **e** ARID2 was removed in G401 cells using CRISPR/Cas9 technology and clones validated for removal of ARID2 by western blot. ARID2 clone 14 and 17 are compared to two control clonal lines in which CRISPR was performed using a guide targeting the green fluorescent protein (GFP) gene. ARID2 loss causes specific reduction in pBAF complex subunit members PBRM1 and BRD7. GAPDH is used as a loading control. Red text denote pBAF-specific subunits, blue text are ncBAF specific subunits, and green text is cBAF specific subunits. **f** Indicated cell lines were treated for 24 h with 250 nM ACBI1 or DMSO control and protein lysates probed for BRG1 depletion. **g** mRNA analysis of MYC- or BRG1-only targets following treatment of indicated cell lines for 24 h with ACBI1 or DMSO control as determined by RT-QPCR analysis. GAPDH is used as a reference gene for normalization (*n* = 3 biological replicates, error bars are standard error).

### BRG1 regulates MYC target gene expression

Recently, we discovered that the oncogene MYC acts as a driver of MRT processes [7, 15] and that MYC can interact physically and colocalize on chromatin with rSWI/SNF subunits [15], suggesting that SNF5-null SWI/SNF complexes may serve to facilitate MYC-dependent gene expression in MRT. Given that hallmark MYC targets were the most significantly enriched GSEA result (Fig. 2g, Supplementary Table 2), we compared genes that we previously identified as MYC-bound by ChIP-seq in G401 cells [7] to all ACBI1 RNA-seq changes. Strikingly, over 50% of all MYC-bound genes experience a change in expression following ACBI1 treatment, with almost all changes being in the decreased direction (Fig. 3a). Genes that were decreased also have a larger spread in magnitude of response than those that increase in expression (Fig. 3b). Further comparison of identified MYC-SWI/SNF co-bound genes [15] to transcript changes shows that of the MYC-bound genes that respond to ACBI1 treatment, over 60% of those genes also show SWI/SNF co-binding (Fig. 3c), which is consistent with ACBI1 treatment having a bias towards impacting BRG1-bound genes (Fig. 2c). mRNA analysis at 7 h post-ACBI1 treatment reveals over half of selected MYC-bound genes that were decreased in expression at 24 h as determined by RNA-seq also show a decrease at this timepoint, with the exception of *RPL14* and *RNPS1* (Fig. 3d, top). 

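The RNA-seq values at 24 h of the genes named in Fig. 3d are as follows. The 7 genes shown there as decreased at 24 h were decreased in all 3 ACBI1 samples against all 3 DMSO samples, and none lost its call when a replicate was left out. FOSL2 (ENSG00000075426.7, chromosome 2, 28615315 to 28640179) fell from 38.8 ± 1.02 to 17.6 ± 0.603 normalized CPM (SD, n = 3 each), a log2 fold change of -1.14 (standard error 0.048, adjusted p = 3.1e-18, edgeR's quasi-likelihood test). BCL2 (ENSG00000171791.10) fell from 62.2 ± 0.396 to 37.4 ± 0.700 (SD, n = 3 each), a log2 fold change of -0.73 (adjusted p = 1.6e-15, edgeR's quasi-likelihood test). The log2 fold changes were -0.56 for both PLK3 and RIOK1, -0.24 for BRD9, -0.23 for RPL14 and -0.19 for RNPS1 (standard errors 0.036 to 0.059, adjusted p of at most 8.7e-05, edgeR's quasi-likelihood test). All 7 changed both over all genes tested and adjusted over the list alone, which is not independent evidence because the study chose these genes on the same samples. RPL14 is a ribosomal protein gene and uncertain.

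Of the MYC-bound genes shown as not changed, RRM2 and ATR did not pass the threshold (log2 fold changes -0.071 and -0.067, adjusted p = 0.11 and 0.18, edgeR's quasi-likelihood test), although ATR did without DMSO replicate 2. CCND1 increased by a log2 fold change of 0.13 (adjusted p = 0.0046, edgeR's quasi-likelihood test). Of the genes not bound by MYC, BAX did not change detectably (log2 fold change 0.023, adjusted p = 0.67, edgeR's quasi-likelihood test), and MCM2 fell from 447.8 ± 11.9 to 391.6 ± 14.5 (SD, n = 3 each), a log2 fold change of -0.19 (adjusted p = 6.4e-05, edgeR's quasi-likelihood test).

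**Figure D1:**
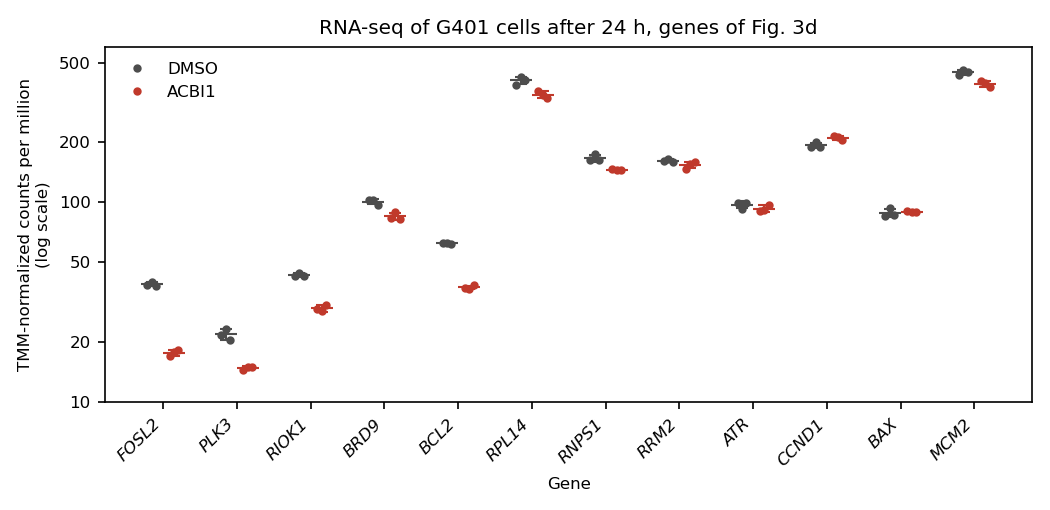
TMM-normalized CPM (log scale) of the 12 genes of Fig. 3d in each of the 3 DMSO (grey) and 3 ACBI1 (red) RNA-seq samples, with the mean (line) and SD (error bars). The samples of the 2 conditions do not overlap for the 7 genes from FOSL2 to RNPS1, for RRM2, CCND1 and MCM2, and overlap for ATR and BAX.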

Other known MYC-bound genes that were not identified as differentially expressed in the RNA-seq also trend towards decreased expression, which appears specific because non-MYC-bound targets analyzed were unaffected (Fig. 3d, bottom). These data reveal that ACBI1 results in a rapid and selective change in the expression of MYC-bound targets.

Because ACBI1 depletes both BRG1 and PBRM1 (Fig. 1a, b), we sought to determine which subunit plays the main role in the inhibition of MYC target gene expression by reducing pBAF selectively by targeting the pBAF-specific subunit ARID2 by CRISPR. In ARID2 CRISPR clones, reduction in ARID2 protein results in a corresponding loss in PBRM1 and BRD7 protein levels (Fig. 3e), and clones show reduced cell proliferation and anchorage-independent growth when compared to a GFP control clone (Supplementary Fig. 2a, b). Pan-SWI/SNF subunits BAF155 (Fig. 3e) and BRG1 (Fig. 3f) are also reduced modestly, but ncBAF and cBAF subunit expression is unaffected (Fig. 3e), indicating that targeting ARID2 by CRISPR can selectively reduce the pBAF complex specifically. With pBAF—and PBRM1—no longer able to contribute to the cellular response, two ARID2 clones and one control clone (GFP) were treated with ACBI1 or DMSO control (Fig. 3f), followed by mRNA analysis. A comparison of transcript levels across all three cell lines indicates that both MYC- and BRG1-only targets are decreased in response to ACBI1 (Fig. 3g), indicating that BRG1 rather than PBRM1 is the major contributor to modulating MYC target gene expression in G401 cells as well as many other gene expression changes observed.

### BRG1 and MYC can control distinct gene expression programs

Next, we sought to determine how BRG1 loss can lead to impaired MYC target gene expression. One possibility is that BRG1 can influence the ability of MYC to bind chromatin, which has been observed for SNF5 [7, 19]. To test this, we performed chromatin immunoprecipitation followed by quantitative polymerase chain reaction (QPCR) analysis. 

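The loci of the ChIP include CCT7, RNPS1, RPS24 and RPL35, which are bound by MYC and SWI/SNF, SNHG15 and METTL1, which are bound by MYC alone, and E2F2 as a negative control. SNHG15 is a non-coding gene, and its transcript was not analysed here. At 24 h, CCT7 (ENSG00000135624.11) fell from 497.4 ± 11.0 to 450.0 ± 5.51 normalized CPM (SD, n = 3 each), a log2 fold change of -0.14 (standard error 0.034, adjusted p = 9.8e-04, edgeR's quasi-likelihood test). RPS24 and RPL35, ribosomal protein genes and so uncertain, had log2 fold changes of -0.15 and -0.14 (adjusted p = 0.0012 and 0.0043, edgeR's quasi-likelihood test), and RPL35 no longer passed the threshold when samples were scaled by the total count. RNPS1 was decreased, with the value given above. METTL1 fell by 0.17 on the log2 scale (adjusted p = 0.020, edgeR's quasi-likelihood test), a call that was lost without DMSO replicate 2, ACBI1 replicate 1 or ACBI1 replicate 2, with DESeq2, and with upper quartile and total count scaling. The negative control locus E2F2 had a log2 fold change of -0.11 (adjusted p = 0.023, edgeR's quasi-likelihood test), a call that was lost without DMSO replicate 3 or ACBI1 replicate 2 and under the same 3 alternatives.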

Over all loci examined, ACBI1 treatment caused a modest global reduction in MYC binding to chromatin but this effect was not specific to whether SWI/SNF is co-bound (Fig. 4a) and was not predictive of a change in transcript levels (Supplementary Table 1), suggesting that BRG1 loss may globally impact MYC binding to chromatin but that this does not correlate with transcript changes. However, because of the impact on MYC binding we observed, we decided to compare transcriptome changes from ACBI1 treatment to those we recently published in which we removed MYC in G401 cells through the dTAG approach [15, 20]. A comparison of these two RNA-seq datasets reveals that about half of genes with a decreased expression upon depletion of MYC are also decreased by the removal of BRG1 (Fig. 4b, top) while only ~37% of genes with increased expression in response to depletion of MYC are changed in the same direction when BRG1 is depleted (Fig. 4b, bottom). This suggests that while there are common biological processes controlled by MYC and BRG1 in MRT, each results in distinct changes to the transcriptome as well. GO analysis of these commonly downregulated genes highlights ribosome biogenesis as the top enriched biological process, along with nucleolar genes, ribosome protein genes, and mitochondrial genes (Fig. 4c). These data indicate that MYC and rSWI/SNF converge on genes that are required for protein synthesis and in particular, ribosomal function, which has been shown, at least for MYC, to be tied to MYC co-factor interactions [21, 22].

**Fig. 4:**
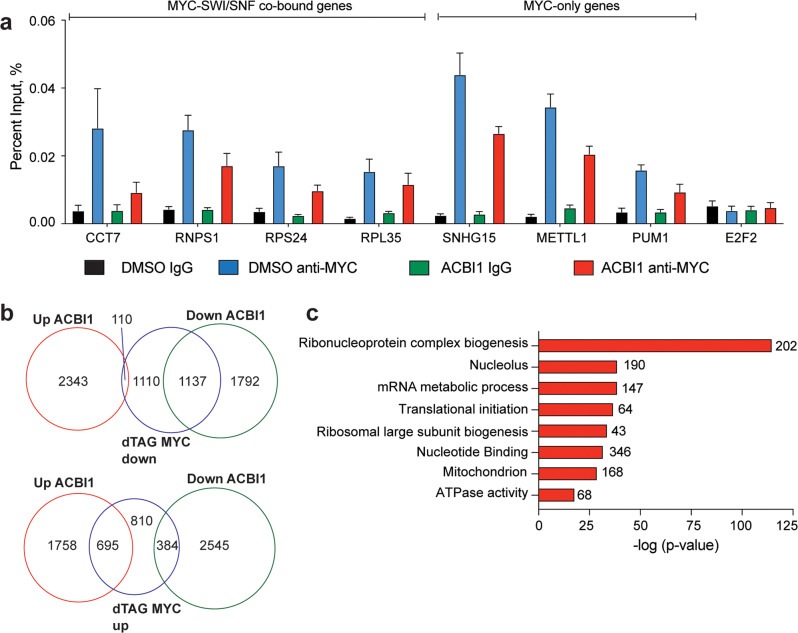
Removal of BRG1 compared to removal of MYC. **a** Chromatin immunoprecipitation followed by QPCR for various MYC-bound loci after ACBI1 treatment for 24 h. *E2F2* serves as a negative control for binding (*n* = 4 biological replicates, error bars are standard error). **b** Venn diagram comparing all significant transcript changes that result from ACBI1 treatment to decreased (top) or increased (bottom) gene expression changes that occur after removal of MYC using the dTAG approach [15]. **c** GO analysis of 1137 genes that are commonly decreased in expression across dTAG MYC and ACBI1 samples. Number of genes in each term are shown next to the bar.

### ACBI1 treatment reduces chromatin accessibility at enhancers linked to signaling and migration genes

While rSWI/SNF has been shown to generally maintain gene expression in MRT [5, 6], its ability to actively remodel chromatin—and whether this retained function impacts gene expression—has not yet been determined. To test this, we treated G401 cells with ACBI1 for 24 h and performed the assay for transposase accessible chromatin coupled to next-generation sequencing (ATAC-seq) [23, 24]. 

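ATAC-seq uses a transposase that inserts sequencing adapters into open chromatin, so that sites with many insertions form peaks. G401 cells were treated with 250 nM ACBI1 or DMSO for 24 h, with 3 replicates per condition. By the paper's methods, reads were trimmed with Cutadapt and aligned to hg19 with Bowtie2, peaks were called with MACS2 at a q-value of 0.05, and peaks present in at least 2 replicates per condition were kept. The authors deposited 1 list of peaks per condition, with the start and end of each peak and no height, score or read count. Which list is which condition is taken from the names the authors gave the lists. The depth of the ATAC-seq samples is unknown from these lists, there is no replicate error, and the intensity of a peak could not be compared between conditions. Whether reads were shifted for the transposase and how duplicates were treated is not given in the paper's text. Peaks of the lists were therefore compared by position. A peak that overlapped a peak of the other list by at least 1 bp was counted as shared, and the remaining peaks as DMSO-only or ACBI1-only. A peak called in 1 list only is not the same measure as the change in intensity that the paper tested with DiffBind, since a peak can weaken and still be called. The Wilson 95% intervals given with shares of peaks cover counting error only.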

Overall, we detected about 80,000 ATAC-peaks across all samples, with ~6000 peaks decreased in intensity and only ~240 peaks increased in intensity (Fig. 5a, Supplementary Fig. 3a, b), indicating that rSWI/SNF retains the ability to act as a chromatin remodeling complex in MRT cells. 

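The DMSO list holds 68631 ATAC-peaks and the ACBI1 list 73416, and together they merge into 80516 regions on 24 chromosomes. Of the DMSO peaks, 10403 (15.2%) had no ACBI1 peak, and 12223 ACBI1 peaks (16.6%) had no DMSO peak. Peaks were narrower in the ACBI1 list, with a median width of 550 bp against 834 bp with DMSO, and the ACBI1 peaks covered 48.5 Mb against 64.1 Mb. Both numbers depended on how overlap was defined. With a reciprocal overlap of at least 50%, 21209 DMSO peaks and 25994 ACBI1 peaks were without a counterpart. With only peaks of at least 400 bp, 17550 DMSO-only and 4636 ACBI1-only peaks were counted, but as ACBI1 peaks are narrower this limit removes 22428 of them and 6177 DMSO peaks, so the order of the conditions under it follows from the widths. ACBI1-only peaks were also the narrowest set, with a median of 323 bp. The read counts per peak were not analysed here, so the numbers of peaks with decreased and increased intensity in Fig. 5a have no counterpart in these values. From its peak changes, the paper infers that rSWI/SNF can still remodel chromatin in MRT cells, and it later proposes that some of this function is retained.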

ATAC-peaks that are decreased in intensity showed a larger range of responses than the small number of peaks that increase (Supplementary Fig. 3c). Because decreased ATAC-peaks were the predominant change detected, we focused our detailed analysis on sites in which chromatin accessibility was reduced. 

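Distances were measured from the centre of each of the 80516 merged ATAC-peaks to the nearest TSS of the protein-coding genes in the count table, in the bins of Fig. 5b. Within 1 kb of a TSS lay 14.7% of the peaks (95% interval 14.4 to 14.9), and over 10 kb from a TSS lay 67.6% (67.31 to 67.95). The bins between them held 3.90% (1 to 2.5 kb), 3.71% (2.5 to 5 kb) and 10.1% (5 to 10 kb). These shares depend on the set of TSSs. The share over 10 kb was 45.9% with the TSSs of all genes of GENCODE lifted to GRCh37, and 29.8% with those of all transcripts, an alternative chosen after seeing the data.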

When we annotated identified ATAC-peaks across all samples to determine their distance from the nearest transcription start site (TSS), we saw the majority of open chromatin sites detected fell into two groups, either proximal (<1 kb) or distal (>10 kb) from the nearest annotated TSS region (Fig. 5b, left). However, the ATAC-peaks that decreased in intensity are overwhelmingly TSS-distal (Fig. 5b, right) in comparison, and show lower BRG1 signal than ATAC-peaks that were unchanged (Fig. 5c), suggesting that ACBI1 treatment at least at this timepoint preferentially impacts TSS-distal regions with lowest BRG1 chromatin binding. 

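Of the 10403 DMSO-only peaks, 80.9% (95% interval 80.1 to 81.7) lay over 10 kb from a TSS and 2.59% (2.30 to 2.91) within 1 kb. DMSO peaks that were shared with the ACBI1 list lay over 10 kb in 63.1% (62.7 to 63.5) and within 1 kb in 19.0% (18.6 to 19.3). The intervals of the 2 sets do not overlap in either bin. ACBI1-only peaks were distal as well, with 76.8% (76.03 to 77.52) over 10 kb and 5.22% (4.84 to 5.63) within 1 kb, so a distal position is common to peaks called in 1 list only, in either direction. With the TSSs of all annotated genes, the share of DMSO-only peaks over 10 kb was 57.3%. BRG1 signal at these sites was not analysed here.

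**Figure D2:**
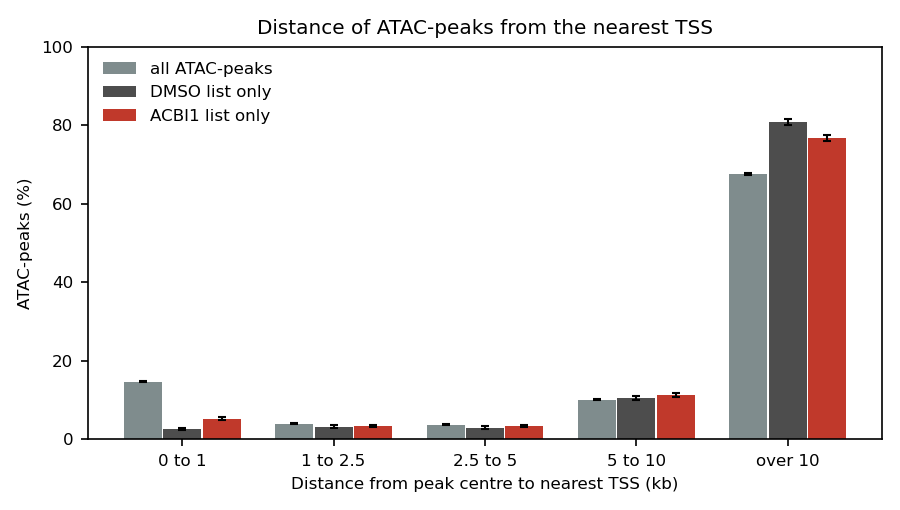
Percent of ATAC-peaks by distance from the peak centre to the nearest TSS of a protein-coding gene, for all merged peaks (light grey, 80516), DMSO-only peaks (dark grey, 10403) and ACBI1-only peaks (red, 12223), with Wilson 95% intervals as error bars. Over 10 kb from a TSS lie 67.6%, 80.9% and 76.8% of them, and within 1 kb 14.7%, 2.59% and 5.22%.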

Previously, TSS-distal enhancers were proposed as a driving mechanism for MRT [3] and therefore we compared changed ATAC-peaks with enhancer peaks called based on the presence of histone H3 lysine 27 acetylation (H3K27ac) without histone H3 lysine 4 tri-methylation (H3K4me3) [15] to determine how many reduced ATAC-peaks occur at histone marked enhancers. This analysis detects 1518 enhancer sites in which BRG1 depletion reduces chromatin accessibility—about 24% of all changed ATAC-peaks (Fig. 5d, Supplementary Table 3). 

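AP-1 is a dimer of JUN and FOS family proteins that binds TGASTCA (S is C or G), and TEAD proteins bind CATTCCA. The central 200 bp of each peak were searched for these words on both strands, together with the reversed words, which have the same bases and serve as a control. The AP-1 word was present in 604 of 10403 DMSO-only peaks (5.81%, 95% interval 5.37 to 6.27) and in 2011 of 58228 shared DMSO peaks (3.45%, 3.31 to 3.61), a ratio of 1.68 (1.54 to 1.84). The ratio of the reversed AP-1 word was 1.24 (1.09 to 1.40), below that of the AP-1 word with no overlap of the intervals. In ACBI1-only peaks the AP-1 word was present in 2.95% (2.67 to 3.27). The ratio of the AP-1 word was 1.47 among peaks of at least 400 bp and 1.46 (1.32 to 1.61) among peaks over 10 kb from a TSS. It moved most when whole peaks were searched, to 1.05 (0.999 to 1.10). Whole DMSO-only peaks hold less sequence than shared ones, with a median width of 554 bp against 894 bp, and the ratio of the reversed AP-1 word was then 0.791 (0.742 to 0.844). The searches over 10 kb and in whole peaks were added after seeing the data. The TEAD word had a ratio of 1.43 (1.30 to 1.57), which was not separable from 1.29 (1.06 to 1.56) for its reversed word, while in whole peaks the ratios were 0.918 (0.872 to 0.967) and 0.733 (0.660 to 0.813). Searching for a single word is simpler than the motif analysis of the paper, and the ratios above were not adjusted for the base composition of the peaks. A later comparison, over 10 kb from a TSS and matched on GC content, gave 1.40 for the AP-1 word and 1.03 for its reversed word. For the TEAD word and its reversed word it gave 1.18 and 1.09. These matched ratios have no intervals.

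Transcripts of AP-1 subunits changed in both directions after 24 h of ACBI1, besides FOSL2 above. JUN (-1.07), ATF3 (-0.98), FOSL1 (-0.64) and JUND (-0.38) decreased and JUNB (0.52) increased (log2 fold changes, standard errors 0.036 to 0.12, adjusted p of at most 1.2e-08 in edgeR's quasi-likelihood test). FOS, FOSB and BATF3 did not change detectably (adjusted p of 0.26 or more, edgeR's quasi-likelihood test).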

Interestingly, motif analysis performed on decreased ATAC-peaks shows enrichment of the AP-1 transcription factor binding motif (Fig. 5e, Supplementary Table 4), a transcription factor that has been shown to work with SWI/SNF in enhancer selection and regulation of cell differentiation gene expression [7, 25, 26]. However, upon annotating decreased ATAC-peaks to their nearest gene and performing a GO analysis on those genes, we discovered that in contrast to differentiation and development genes, the genes with decreased ATAC-peak intensity were linked to several cancer hallmarks, including signaling, migration, and angiogenesis (Fig. 5f, g) in line with the role of AP-1 acting as a pro-oncogenic factor [27]. This was also evident when we performed a GO analysis on enhancers that have decreased ATAC-peak intensity (Supplementary Fig. 3d), suggesting that in addition to influencing MYC, rSWI/SNF maintains chromatin accessibility at enhancers whose function is to regulate genes involved in pro-tumorigenic processes.

**Fig. 5:**
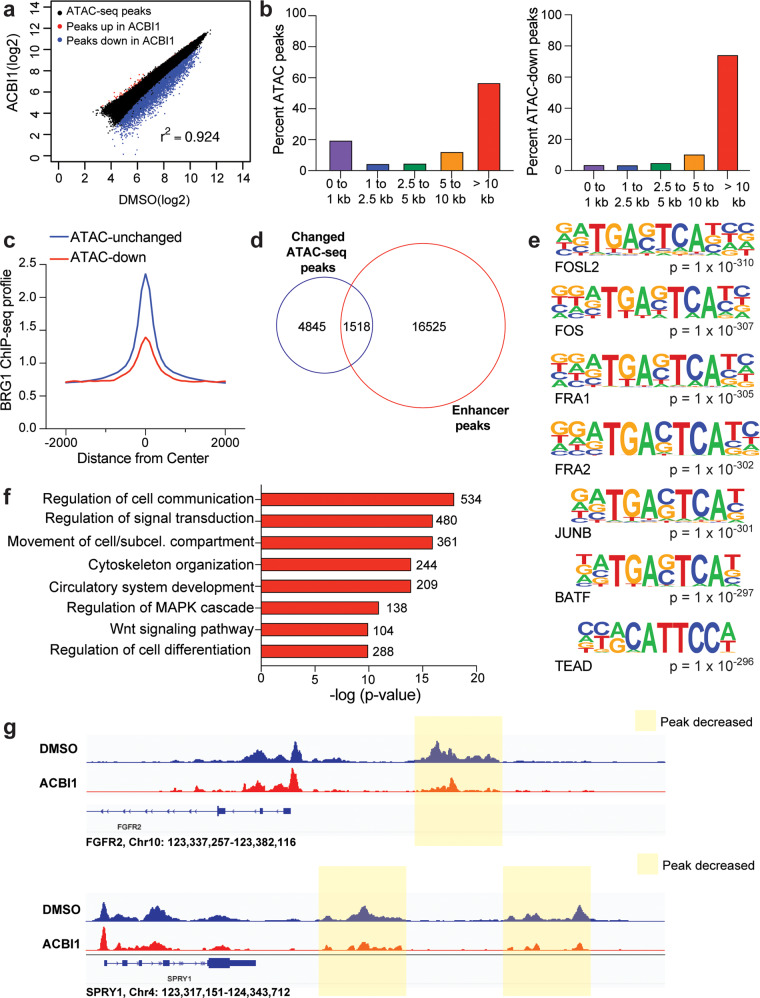
BRG1 regulates chromatin accessibility of genes associated with cancer hallmarks. **a** Scatterplot showing log_2_-fold changes of ATAC-peaks across DMSO vs. ACBI1. ATAC-peaks that are decreased upon ACBI1 treatment are shown in blue, while those increased are shown in red. **b** All ATAC-peaks (left) or ATAC-peaks that were significantly decreased (right, FDR < 0.05) were annotated to determine the distance of peak to the nearest transcription start site (TSS). Percent of ATAC-peaks falling into each bin are shown as bars within each graph. **c** Average normalized BRG1 ChIP-seq signal [4] at ATAC-sites which were unchanged in peak intensity or those with a decrease in ATAC-peak intensity are shown. **d** Venn diagram showing overlap between significantly changed ATAC-peaks (FDR < 0.05) and enhancer peaks in G401 cells. Enhancer peaks were identified as previously described [15]. **e** Top seven known motifs identified for decreased ATAC-peaks. **f** Decreased ATAC-peaks (FDR < 0.05, fold change < −1.5) were annotated to their nearest gene and GO analysis performed on all unique genes. Representative categories are shown, number of genes in each term are shown next to the bar. **g** IGV screenshot example of ATAC-sites that showed decreased peak intensity upon ACBI1 treatment. Nearest gene that sites were annotated to is shown to compare promotor-proximal peaks to promoter-distal sites. Peaks shaded in yellow are also identified as enhancers in **d**.

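FGFR2 (ENSG00000066468.16) lies on the minus strand of chromosome 10, from 123237848 to 123357972 on hg19. The DMSO list has a peak of 1698 bp at 123369279 to 123370976, with its centre at -12156 bp from the TSS and outside the genes of GENCODE lifted to GRCh37, with no peak at this position in the ACBI1 list. A neighbouring peak, at 123366611 to 123368719 with its centre at -9693 bp, was called in both lists, with 2109 bp in DMSO and 1790 bp in ACBI1. The peak at the TSS of FGFR2 was called in both lists (677 bp and 774 bp). Within 30 kb of this TSS, the ACBI1 list has 2 narrow peaks without a DMSO peak, both in the gene, at 123333218 to 123333574 (357 bp) and 123351832 to 123352129 (298 bp). A DMSO peak of 2509 bp in the gene, at 123338971 to 123341479, was split into 2 ACBI1 peaks of 713 and 411 bp. At any distance, 8 DMSO-only peaks had FGFR2 as the nearest gene. SPRY1 (ENSG00000164056.6) lies on the plus strand of chromosome 4, from 124317950 to 124324910. The 4 DMSO peaks that lie between 10 and 30 kb from its TSS were still called in the ACBI1 list, while 7 DMSO-only peaks with SPRY1 as the nearest gene lie farther away. Those at 124336510 to 124338115 and 124339185 to 124340419, also outside genes, narrowed from 1606 to 659 bp and from 1235 to 619 bp. Those at 124328101 to 124328315 and 124329201 to 124331570 did not, with 215 bp in DMSO and 240 bp in ACBI1, and 2370 bp and 2385 bp. The peak at the TSS of SPRY1, 1317 bp in DMSO, was split into 2 peaks in ACBI1, of 426 and 330 bp. A single list per condition gives these positions and widths no replicate error. At the transcript level, FGFR2 fell from 871.2 ± 13.6 to 781.4 ± 13.7 normalized CPM (SD, n = 3 each), a log2 fold change of -0.16 (standard error 0.034, adjusted p = 4.1e-04, edgeR's quasi-likelihood test). SPRY1 did not change detectably (log2 fold change 0.028, adjusted p = 0.54, edgeR's quasi-likelihood test), although with scaling by the total count it passed the threshold as increased.

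**Figure D3:**
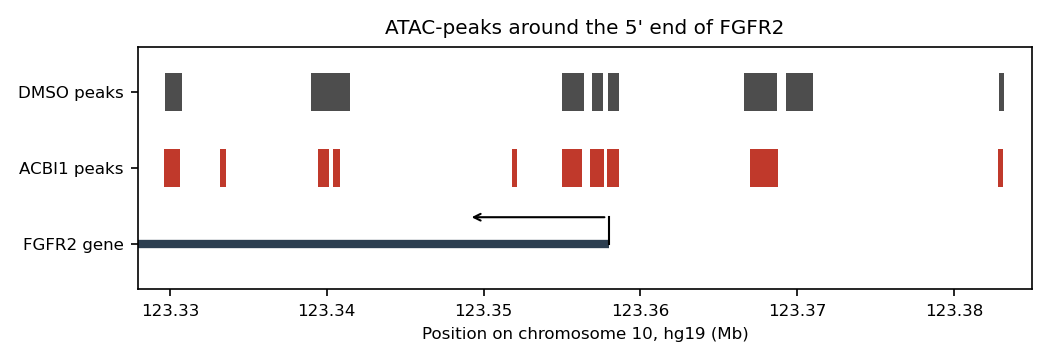
Map of the region around the 5′ end of FGFR2 on chromosome 10 (hg19, position in Mb) with the ATAC-peaks of the DMSO list (grey) and of the ACBI1 list (red) drawn to scale, and the gene (dark line) with the direction of transcription from its TSS (arrow). The DMSO peak from 123369279 to 123370976 has no ACBI1 peak, the ACBI1 peaks from 123333218 to 123333574 and from 123351832 to 123352129 have no DMSO peak, and the peaks at the TSS are in both lists.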

### BRG1 regulates oncogenic gene expression through multiple mechanisms

Our ATAC-seq analysis suggests that rSWI/SNF complexes retain some chromatin remodeling function when SNF5 is not present and that most of their action at TSS-distal sites as a remodeler is separable from their action at TSS-proximal sites where MYC would be located. Therefore, to gain a deeper understanding of how chromatin remodeling changes relate to gene expression differences, we compared the ATAC-seq results to RNA-seq changes. First, we compared genes associated with the largest decreases in ATAC-peak intensity (fold change < −1.5) to genes that either increased or decreased in expression by RNA-seq. From this analysis 809 genes were identified that show decreased chromatin accessibility with a subsequent decrease in gene expression (Fig. 6a). 

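The 10403 DMSO-only peaks were nearest to the TSSs of 6092 genes, of which 5107 were tested in the RNA-seq. This list has no limit on the fold change of the peak, as the list of the paper does, so the numbers of genes differ in kind. Of the 5107 genes, 1519 were decreased and 1013 increased at an adjusted p under 0.05 in edgeR's quasi-likelihood test. Their median log2 fold change was -0.023, against 0.0051 for all tested genes nearest to any peak (camera adjusted p = 0.012). The sign of the median turned to 0.0074 with upper quartile normalization and to 0.037 with the total count, which also raise the median of all tested genes, to 0.038 and 0.068. The list still passed under both (camera adjusted p = 0.016 and 0.020, range over the alternatives 9.9e-05 to 0.29). For genes nearest to a DMSO-only peak and to no ACBI1-only peak, the median was -0.0058 and the camera adjusted p was 0.29, the upper end of that range.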

Again, hallmark cancer processes emerged from a GO analysis of these genes, including signaling, migration, and angiogenesis (Fig. 6b). In comparison, MYC target genes that are differentially expressed by ACBI1 treatment show little overlap with genes having decreased ATAC-seq peaks (Fig. 6c). Even if all identified MYC-bound genes are compared to genes with ATAC-peak changes, there is only ~14% of sites overlap with changes in accessibility (Fig. 6d). Furthermore, heatmaps of ATAC-peak intensities for all MYC-bound genes show little difference across DMSO and ACBI1 samples (Fig. 6e). This suggests that BRG1 does not affect MYC target gene expression through any conspicuous chromatin remodeling. 

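The list of all MYC-bound genes was not used here, and the peak lists give no intensities. For the 16 MYC-bound genes that the paper names in Fig. 3d and Fig. 4a, a peak lay within 1 kb of the TSS in both the DMSO and the ACBI1 list. The peak nearest to the TSS was narrower in the ACBI1 list for 15 of the 16 genes, with a median ratio of widths of 0.860. The exception was FOSL2, with 752 bp in DMSO and 779 bp in ACBI1. Among all pairs of shared peaks within 1 kb of a TSS, 82.1% were narrower in the ACBI1 list, with a median ratio of 0.886. Narrowing was thus common near TSSs and not particular to these genes. At BRD9 the peak measured 2317 bp with DMSO and 2287 bp with ACBI1, at CCT7 1626 bp and 1597 bp, and at RRM2 3031 bp and 1496 bp. BCL2 is counted among the 15, although its nearest peaks in the lists, 338 bp and 211 bp wide, lie at different positions. Of the 16 genes, 8 were the nearest gene of at least 1 DMSO-only peak at any distance, among them FOSL2 with 5 such peaks.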

Taken together, this is compelling evidence for rSWI/SNF complexes having roles at TSS-proximal and TSS-distal sites to control well-known oncogenic processes and furthermore suggests that there are additional oncogenic processes that rSWI/SNF can regulate.

**Fig. 6:**
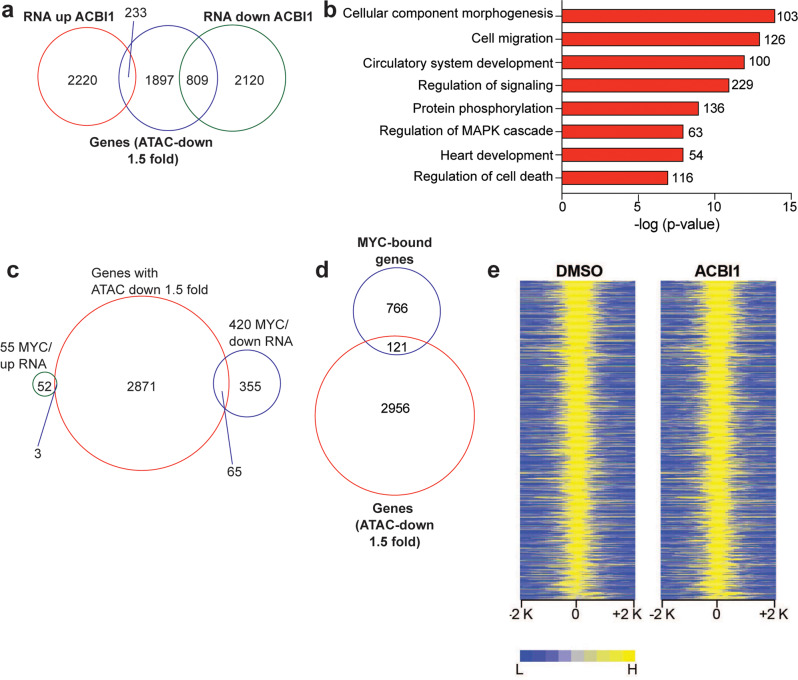
SWI/SNF controls multiple oncogenic gene expression programs through TSS-proximal and TSS-distal mechanisms. **a** Venn diagram showing genes associated with decreased ATAC-seq peak intensity (fold change < −1.5) and their overlap with genes that are increased or decreased in the RNA-seq analysis. **b** GO analysis of 809 genes in **a** that have decreased chromatin accessibility and a subsequent decrease in expression. **c** Venn diagram showing genes associated with decreased ATAC-seq peak intensity (fold change < −1.5) compared to MYC target genes that had changed gene expression in Fig. 3a. **d** Venn diagram showing genes associated with decreased ATAC-seq peak intensity (fold change < −1.5) compared to all MYC-bound genes in G401 cells. **e** Normalized ATAC-peak intensities for DMSO and ACBI1 samples are shown for all MYC-bound genes. ACBI1 peaks are ranked against those in DMSO sample.

## Discussion

It is clear that SNF5 loss leads to a diverse set of changes in cellular function resulting in rhabdoid tumor formation [3–7, 25]. It is also evident that rSWI/SNF complexes remaining after SNF5 loss can maintain the oncogenic state, suggesting that rSWI/SNF may regulate known oncogenic processes and may do so through a variety of mechanisms given the breadth of the SWI/SNF complex types that have been characterized [5, 28]. Recently, we found that a major oncogene in cancer, MYC, is deregulated in MRT [7] and that rSWI/SNF subunits colocalize extensively with MYC on chromatin [15], providing the first links between rSWI/SNF complexes and oncogene function. Given that one of the normal functions of SNF5 within SWI/SNF is to antagonize MYC function [7, 19], we proposed originally that SNF5-null rSWI/SNF may be able to facilitate MYC target gene expression. In this study, we challenge the role of rSWI/SNF in impacting MYC target gene expression and uncover new mechanisms of oncogenesis that were not already known by using a recently developed selective PROTAC degrader called ACBI1 that degrades BRG1, so that we could eliminate full SWI/SNF function rather than focusing on any single SWI/SNF complex.

Targeting SWI/SNF complexes as we did here with a subunit-specific chemical degrader has readily gained traction as a promising means to treat cancers that depend on aberrant SWI/SNF function [29]. In addition to their therapeutic potential, PROTACs are very useful as biological tools because they allow rapid depletion and examination of biological responses, permitting acute changes to be detected [20] as we saw in our study. Importantly, during the development of ACBI1, an unbiased quantitative tandem mass tag labeling and proteomics assay was performed which showed ACBI1 treatment caused minimal decreases in any proteins other than BRG1, BRM, and PBRM1. And ACBI1 treatment only impacted cell growth of cancer cell lines known to depend on BRG1/BRM function—an effect that could be blocked by addition of a competing bromodomain ligand—demonstrating notable specificity and selectivity in the action of ACBI1 [16]. Subsequent analyses using this commercially available degrader as both a biological tool compound [18] and small molecule therapeutic [17] have been reported, expanding the use of this selective degrader as a means to inactivate SWI/SNF function rapidly. This well-characterized molecule was key to uncovering the novel findings in this study as chemical degradation of BRG1 allowed for analysis of rSWI/SNF function at much earlier timepoints than previously used when targeting rSWI/SNF [5, 6, 10].

Using 250 nM ACBI1 treatment, gene expression changes occur in as little as 24 h, which precedes overt cellular changes (Fig. 1c), and shows that removal of BRG1 does impact both expression of MYC target gene signatures (Fig. 2g, Supplementary Table 1) and MYC-bound targets we previously identified using ChIP-seq analysis (Fig. 3a). The overwhelming majority of changes to MYC targets was decreased gene expression, which occurred in as little as 7 h to select MYC target genes (Fig. 3d) and is specifically due to BRG1 and not the pBAF-specific subunit, PBRM1 (Fig. 3g), a subunit also degraded by ACBI1 (Fig. 1a, b). Overall, these data provide strong evidence that rSWI/SNF can facilitate MYC target gene expression. As the removal of pBAF did not affect ACBI1-induced gene expression changes (Fig. 3g), it is likely that ncBAF or cBAF SWI/SNF complexes are involved. Given that ncBAF shows promoter-proximal binding [5] like MYC [15] while cBAF is typically thought to be associated with promoter-distal enhancers [5], it may be that ncBAF is the specific complex that facilitates MYC target gene expression.

One unique function that SWI/SNF complexes have is the ability to remodel chromatin, although direct evidence for the capacity of rSWI/SNF to perform this function in MRT has not been provided until this study. Remarkably, ACBI1 treatment leads to thousands of open chromatin sites being reduced and almost all changes occur at TSS-distal regions in the MRT genome (Fig. 5b), indicating that rSWI/SNF actively maintains chromatin accessibility of specific genomic sites. The connection between TSS-distal regions and rSWI/SNF was made first by Roberts and colleagues [3], who identified enhancers that retain binding by rSWI/SNF subunits. A comparison of enhancers called based on differentiating histone marks reveals that about 25% of the sites with impacted chromatin accessibility in this study were indeed enhancers (Fig. 5d), suggesting that some enhancers in MRT are kept active at least in part by active remodeling at these locations.

To uncover more mechanistic insight into regions in which rSWI/SNF controls the open chromatin state, we performed motif analysis on decreased ATAC-peaks. Strikingly, AP-1 transcription factor motifs were among the most enriched motifs present (Fig. 5e, Supplementary Table 4), occurring in around 12–25% of peaks that had a decrease in open chromatin (Supplementary Table 4). AP-1 is a transcription factor that contains dimers of the Jun and Fos proteins with known pro-oncogenic and anti-oncogenic roles [27]. As it pertains to normal SWI/SNF and AP-1 interactions, their relationship has been increasingly linked to anti-oncogenic processes [7, 25, 30, 31] where it is thought that AP-1 and SWI/SNF interact through the BAF60a SWI/SNF subunit [26, 32] to allow for enhancer selection and activation of cell fate and differentiation gene expression programs [26]. However, in our study the sites with reduced chromatin accessibility are not associated with cell fate and differentiation genes but rather pro-oncogenic gene categories such as migration, signal transduction, and angiogenesis. This discovery suggests that in the absence of SNF5 in MRT, the selection of enhancers by SWI/SNF is impaired. We suspect this is due to the loss of SNF5 to target normal SWI/SNF complexes (and potentially AP-1) to enhancers linked to differentiation and development [3, 7, 25, 33]. Importantly, the cancer hallmark genes we identified in the ATAC-seq analysis are also present in human and mouse studies of rhabdoid tumors. For example, upregulated signaling pathways are activated in mouse models of SNF5 loss and rhabdoid patient samples [34, 35], while invasion/motility genes are also increased in patient-derived xenografts [36], suggesting the possibility that altered AP-1 function may be involved driving the rhabdoid tumor state.

Many of the genes associated with reduced chromatin accessibility when BRG1 is removed also have reduced gene expression at the same timepoint (Fig. 6a, b) showing that accessible chromatin is important for proper gene expression in MRT. However, decreased MYC target gene expression cannot be explained by overt changes to the open chromatin state (Fig. 6d, e), indicating that the ability of rSWI/SNF to impact MYC target gene expression may be through a mechanism not fully dependent on chromatin remodeling. Currently, we do not know the mechanism by which rSWI/SNF causes reduced MYC target gene expression, but we do not think it is due to any impact on MYC chromatin binding (Fig. 4a) as changes in MYC binding do not correlate with changes in gene expression. It is possible that rSWI/SNF functions in other aspects of MYC-dependent transcription, including RNA polymerase recruitment or activation, serving as a boundary/insulator for MYC target gene expression, recruitment of an important co-factor or co-regulator, or an otherwise unidentified process. Further investigation will be required to fully elucidate these mechanisms.

Overall, our data expose the role of rSWI/SNF in controlling MYC function and suggest that in addition to MYC, AP-1 is involved in the maintenance of the rhabdoid tumor state. Considering these data, we propose a revised model for thinking about how rSWI/SNF complexes maintain aberrant transcriptional programs in rhabdoid tumors: SNF5 normally functions to both temper MYC binding to chromatin [7, 19] and activate enhancers controlling differentiation and development genes [3, 4], the combination of which allows for the integration of signals dictating normal cell growth during development. However, upon SNF5 loss these critical functions are absent, collapsing the cell to a primordial ground state that becomes locked into place due to continued support of pro-tumorigenic gene expression by rSWI/SNF complexes. In this view, oncogenes and rSWI/SNF together drive rhabdoid tumor processes and it is possible that inhibition of either driver may ultimately inhibit cancer function. Taken together, the evidence provided in this study may predict specific oncogenic pathways that become activated when SWI/SNF is mutated, which occurs in ~20% of all cancers [37].

## Materials and methods

### Cell culture and ACBI1 treatment

G401 cells were obtained from ATCC and HEK293T cells are in-house stocks. HEK293T and G401 cells, including G401 CRISPR clones, were maintained in DMEM supplemented with 1% Penicillin/Streptomycin and 10% fetal bovine serum (FBS). ACBI1 (MedChemExpress, 2375564-55-7) was prepared in dimethyl sulfoxide (DMSO) upon arrival. ACBI1 treatments were performed by incubating indicated numbers of cells in media containing 250 nM ACBI1 or matched DMSO for the duration of the treatment. Cell lines were tested for mycoplasma contamination using a Mycoplasma PCR Detection Kit (MP Biomedicals) following genomic DNA extraction with the Purelink Genomic DNA kit (Thermo Scientific).

### RNA-seq and mRNA analysis

1–2 × 10^6^ of indicated cells were plated with media containing 250 nM ACBI1 or DMSO. After 24 h, cells were collected in Trizol, and RNA was extracted using the Direct-zol RNA mini-prep kit (Zymo Research). For RNA-seq, 1–2 μg was submitted to Vanderbilt Technologies for Advanced Genomics (VANTAGE) core at Vanderbilt University Medical Center for ribosomal RNA depletion and library generation. 150 bp paired-end reads were obtained on an Illumina NovaSeq6000 instrument. For RT-qPCR analysis, purified RNA was reverse transcribed to cDNA using MulV reverse transcriptase (Promega). cDNA was analyzed using the AriaMx Real-Time PCR Machine (Agilent) and *GAPDH* was used as a reference gene. All primer sequences used in this study are in Supplementary Table 5. Three biological replicates were used for each assay.

### ATAC-seq and analysis

1 × 10^6^ cells were treated with 250 nM ACBI1 or DMSO control for 24 h. For each ATAC-seq sample, cells were counted, and 75,000 cells harvested and lysed in the ATAC Lysis buffer supplied by Active Motif ATAC-Seq kit (53150). The remaining steps including the transposase reaction, library generation, and library purification were performed according to the manufacturer’s instructions except for the final step in which libraries were cleaned up using a PCR purification kit (Qiagen) instead of SPRI beads. Libraries were submitted to VANTAGE at Vanderbilt University Medical Center and sequenced using their ATAC-seq sequencing protocol on an Illumina NovaSeq6000 to obtain 150 bp paired-end reads. Three biological replicates were used for ATAC-seq.

### ATAC-seq analysis

After adaptor trimming by Cutadapt [38] (cutadapt -j 2 -O 1 -n 3 -q 20 -a CTGTCTCTTATA -A CTGTCTCTTATA -m 30 --trim-n), ATAC-seq reads were aligned to the human genome hg19 using Bowtie2 (bowtie2 -p 8 -X 2000 --no-mixed --no-discordant) [39] [bowtie2 ref]. Peaks were called using MACS2 with q-value of 0.05 [40]. Differential enriched peaks were identified using DiffBind [41]. Peaks present in at least two replicates per condition were included, and peaks identified across conditions were combined into a final peak set and ATAC-seq read counts were calculated for the final peak set.

### RNA-seq analysis

After adapter trimming by Cutadapt [38], (cutadapt -j 2 -q 20 -a AGATCGGAAGAGCACACGTC -A AGATCGGAAGAGCGTCGTGT -m 30 -n 2) reads were aligned to the hg19 human genome using STAR [42] and quantified by featureCounts [43]. Differential analysis was performed using DESeq2 [44], which determined the Wald test p-values, log2 fold changes, and adjusted *p*-value (FDR) by the Benjamini–Hochberg procedure. The significantly changed genes were assessed with a FDR < 0.05. Three biological replicates were used for RNA-seq.

## Supplementary information

Supplementary Material

Supplementary Table 1

Supplementary Table 2

Supplementary Table 3

Supplementary Table 4

Supplementary Table 5

## Data Availability

Sequencing data generated in this study are deposited on GEO with the accession number GSE198156. MYC- and BRG1-binding sites in untreated G401 cells used in this study were previously identified using ChIP-seq analysis [4, 7, 15] and can be found under the accession numbers GSE109310 and GSE90634, respectively. Additional data may be provided upon request.

How the deposited data were processed for this re-analysis (not part of the article)

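G401 cells, an established line from a rhabdoid tumor that lacks SNF5, were treated with 250 nM ACBI1 or DMSO for 24 h, with 3 replicates per condition for RNA-seq and 3 per condition for ATAC-seq. Condition and replicate of each RNA-seq sample were taken from the sample labels and the names of the count columns. The ATAC-seq lists are taken as the authors named them, because nothing else assigns them to a condition.

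For RNA-seq, the authors deposited whole-number counts per protein-coding gene, made with Cutadapt, STAR alignment to hg19 and featureCounts, without normalization. For ATAC-seq, the authors deposited peak positions, made with Cutadapt, Bowtie2 alignment to hg19 and MACS2 at a q-value of 0.05, with peaks kept when present in at least 2 of the 3 replicates of a condition. The peak lists hold no score and no read count. Tool versions, the annotation release, the use of strand, the treatment of reads with several alignments or duplicates, and a shift of the ATAC-seq reads for the transposase are not named in the paper's text.

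Counts of 18035 genes were analysed in R 4.3.3 with edgeR 4.0.16 (filterByExpr, TMM normalization, quasi-likelihood fit and test, Benjamini-Hochberg adjusted p under 0.05), which tested 14331 genes holding 99.98% of all counts. Total counts per sample were between 36284418 and 39312313. The standard error of a log2 fold change is its absolute value divided by the square root of the F statistic. On simulated counts of 14331 genes with the means and library sizes of these samples, 174 of 200 changed genes (87.0%) were called in the right direction, with 11 unchanged genes called. Every planted log2 fold change was larger than 0.24, the median absolute value of the genes called in the data. In the data 44.2% of tested genes were called, far more than were planted. The simulation therefore gives no error rate for small changes or for scaling when many genes change.

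Gene lists were tested with camera of limma 3.58.1 (two-sided, preset correlation 0.01) and adjusted over 8 lists. These were hallmark MYC targets V2, cytosolic ribosomal protein genes, mitochondrial ribosomal protein genes, S phase genes, G2/M genes, TEAD-YAP target genes, REST target genes and genes nearest DMSO-only peaks. All but the last were written from memory. The G2/M list holds 54 symbols and 55 tested genes, because CKS1B names 2 genes of the count table. The last list was compared with tested genes nearest to any peak, and the others with all tested genes. Lists of marker genes of leukocytes, T cells, hepatocytes, erythroid cells, skeletal muscle, fibroblasts, squamous epithelium and the interferon response were written after 4 genes had been seen to depend on DMSO replicate 1.

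Peaks were compared with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and SciPy 1.17.1, and figures were drawn with matplotlib 3.10.9. Peaks overlapping by at least 1 bp were counted as shared. The distance to a TSS was taken from the peak centre to the nearest TSS of the genes in the count table. Strand came from GENCODE lifted to GRCh37, which matched 17573 of the 18035 genes by Ensembl ID, all 17573 on the same chromosome and 17486 with a start within 100 kb. Words for AP-1 and TEAD motifs were searched in the central 200 bp of each peak. Shares carry Wilson 95% intervals, which cover counting error only. In a test with 4000 simulated peaks, 100% of the planted overlaps and distances were recovered.

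The tests of changed genes and gene lists, the counts and TSS distances of peaks, the gene lists of the 8-list family, the rule for the genes named and the alternatives were fixed before the data were examined, except where an alternative is said to have been chosen later. The width ratios, the word searches, the tests of ACBI1-only peaks and the matched lists for ribosomal protein genes were chosen after the numbers, overlaps and median widths of the peaks and the edgeR values of the genes the paper names had been seen. The genes named are those the paper names (1 of them is not reported here), AP-1 subunits, and for each direction the 5 largest changes and the 5 smallest p-values. For the largest changes, a gene needed a mean of at least 1 CPM and no overlap between the conditions. Alternatives for the counts were DESeq2 1.42.0, RLE, upper quartile and total count scaling, no filter and a filter of at least 10 counts in every sample, a block for the replicate number, and each replicate left out in turn. For lists these were fry and camera with an estimated correlation. For peaks these were an overlap of 50% in 1 or both directions, peaks of at least 400 bp, chromosomes without Y, the TSSs of all annotated genes and the distance from the peak edge.

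The lists of genes bound by BRG1 or MYC, the genes changed by MYC degradation, MSigDB and GO were not used here. Results planned on Supplementary Table 3 were left out, because the copy used here holds 1517 sites and the paper gives 1518.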

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

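The test of the MYC transcript against scaling and the comparison of peaks nearest MYC were chosen only after the values had been seen, and so was the comparison matched on GC content. The tests of peak widths and of ACBI1-only peaks were chosen after the numbers, overlaps and median widths of the peaks had been seen, though not the values that these tests compare. The paper does not discuss the 3 results that follow in its text.

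The MYC transcript decreased, which stands out because the paper reports the level of MYC protein as not affected by ACBI1 (Fig. 1a) and discusses MYC through its targets. Fig. 1a is a time course of protein, while the transcript was measured at 24 h only, so a difference in time is not excluded. MYC (ENSG00000136997.10, chromosome 8, 128747680 to 128753674) fell from 155.1 ± 4.88 to 103.8 ± 3.25 normalized CPM (SD, n = 3 each), a log2 fold change of -0.58 (standard error 0.037, adjusted p = 8.5e-14, edgeR's quasi-likelihood test), lower in 3 of 3 ACBI1 samples than in every DMSO sample. The choice of scaling is argued against as the cause, since the log2 fold change nearest 0 under another scaling was -0.52, with a largest adjusted p of 2.5e-13. Of 48 DMSO peaks nearest to MYC, 14 (29.2%) had no ACBI1 peak, against 15.2% of all DMSO peaks (two-sided Fisher's exact test, p = 0.013), and 8 of 43 ACBI1 peaks nearest to MYC had no DMSO peak. Peaks near 1 gene are not independent, and MYC was singled out for this comparison. The paper's Supplementary Table 1 also lists MYC, with a log2 fold change of -0.58 (standard error 0.041). By what route the transcript falls with ACBI1 was not tested. MYC protein was not measured in these data, so whether the change bears on MYC targets was not tested.

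Peaks called in both lists were narrower with ACBI1, with a median width ratio of 0.796 over 54527 pairs, and 83.7% of the pairs were narrower. The ratio was 0.886 within 1 kb of a TSS and 0.747 over 10 kb from one. A difference in depth or signal to noise between the ATAC-seq libraries would narrow peaks everywhere, and a loss of remodeling at distal sites would narrow mostly distal peaks. Both patterns are present in part, so the explanations cannot be told apart, and the depth of the ATAC-seq libraries is unknown from the lists. The ACBI1 list holds more peaks than the DMSO list, which a lower depth alone would not give.

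There were 12223 ACBI1 peaks without a DMSO peak, although the paper finds few sites with increased intensity. If these were scatter of calls near the threshold, alike in both conditions, DMSO-only peaks would lie at the same distances and carry the same words. Over 10 kb from a TSS lay 76.8% of ACBI1-only and 80.9% of DMSO-only peaks, with separate 95% intervals, and the AP-1 word was 1.97 times (95% interval 1.73 to 2.23) as frequent in DMSO-only peaks. Mean GC content of the central 200 bp differed, at 49.1% in DMSO-only and 56.5% in ACBI1-only peaks. Over 10 kb from a TSS and matched on GC content, the ratio was 1.79 for the AP-1 word and 0.955 for its reversed word. Neither matched ratio has an interval. Scatter alike in both conditions is thus argued against as the whole cause. Wide DMSO peaks that split with ACBI1 do not enter this count, and ACBI1-only peaks were narrow, with a median of 323 bp (quartiles 253 and 428 bp). Weak sites that pass the threshold in 1 library set and not in the other stay open, and no biological explanation was tested.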

How the results depend on the processing

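The TSSs of all transcripts, the search for words in whole peaks and over 10 kb from a TSS, and matching on GC content were added as alternatives only after results had been seen. Of the counts of changed genes, all 52 values under the alternatives lay within 1.5 times of the values reported. With each replicate left out in turn, between 2620 and 2843 genes increased and between 2908 and 3067 decreased.

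Of 647 log2 fold changes of 50 named genes under the alternatives, 621 kept their direction and their side of the threshold, 18 no longer passed the threshold, 2 newly passed it and 6 turned their sign. With upper quartile and total count scaling, PBRM1 turned to 0.0016 and 0.031. Over the 6 fits that each left out 1 replicate, BAX ranged from -0.0019 to 0.065, turning without DMSO replicate 1. ITGB2 ranged from -2.53 to 0.054, CCL5 from -2.25 to 0.23 and CXCL10 from -1.81 to 0.46, and all 3 turned without DMSO replicate 1. ATR passed the threshold without DMSO replicate 2.

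Of 126 values of the 8 gene lists, 110 were unchanged in direction and side of the threshold, 10 no longer passed it and 6 turned their sign. With an estimated correlation, the medians are those reported and the adjusted p rose over 0.05 for MYC targets V2 (-0.26), cytosolic ribosomal proteins (-0.11), mitochondrial ribosomal proteins (-0.077), S phase (-0.14), TEAD-YAP targets (-0.25) and REST targets (-0.065). With fry, cytosolic ribosomal proteins (-0.11) no longer passed. With a replicate left out, mitochondrial ribosomal proteins ranged from -0.10 to -0.067, not passing without DMSO replicate 2 (adjusted p = 0.055, camera), and REST targets from -0.14 to 0.026, above 0 without DMSO replicate 2 (0.0043) and without ACBI1 replicate 1. The median of G2/M genes turned to 0.0087 with upper quartile and 0.038 with total count scaling, and that of genes nearest DMSO-only peaks to 0.0074 and 0.037, where this list still passed (camera adjusted p = 0.016 and 0.020, range over its alternatives 9.9e-05 to 0.29). It no longer passed for genes nearest no ACBI1-only peak (-0.0058) or with peaks of at least 400 bp (-0.0096). Both scalings shift all genes upward, to a median of 0.038 and 0.068. For the other changes the cause was not tested.

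Replicate numbers did not pair the samples, with correlations of deviations between same-numbered samples of 0.0041, 0.018 and 0.066. With the replicate number as a block, 3069 genes increased and 3148 decreased, the median of MYC targets V2 was -0.26, and no call among the 50 genes and 8 lists changed.

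DMSO-only peaks numbered 20621 when 50% of the peak had to overlap, 21209 with a reciprocal overlap of 50% and 17550 among peaks of at least 400 bp, and ACBI1-only peaks 25994 and 4636 in the last 2 settings. The limit of 400 bp removes 22428 ACBI1 and 6177 DMSO peaks, which sets the order of the last pair. The share of all peaks over 10 kb from a TSS was 65.7% among peaks of at least 400 bp, 45.9% with the TSSs of all genes, 66.9% from the peak edge and 29.8% with all transcripts. For DMSO-only peaks it was 79.2% and 78.2% with the stricter overlaps, 57.3% with all genes and 37.9% with all transcripts. The AP-1 ratio was 1.47 among peaks of at least 400 bp, 1.46 over 10 kb from a TSS, 1.40 there when matched on GC content, and 1.05 in whole peaks. The width ratio was 0.841 and 0.839 with the stricter overlaps and 0.827 among peaks of at least 400 bp. Of 33 other peak values, 22 moved beyond their interval. With chromosome Y left out, no peak result moved. The 3 results planned on Supplementary Table 3 were not run. The cause of the other changes was not tested, apart from the larger number of TSSs in the annotations.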

Differences from the paper's values

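No test here was chosen after the result was seen. None of the values set beside the paper's differed by more than the larger error and 1.5 times. The paper's text gives about 5000 changed genes, against 6331 here and 5094 with DESeq2, and the paper's Supplementary Table 1 lists 5382, of which 1998 were held here. Increased genes were about 2500 in Fig. 2a, read by eye, against 3129, and decreased genes about 2900 against 3202. Over 1.5-fold, Fig. 2b gives about 330 increased and about 440 decreased genes, read by eye, against 399 and 453. Of the genes named here, 27 are in the held part of Supplementary Table 1, and their log2 fold changes differed from the paper's by at most 0.053.

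The paper's 80000 ATAC-peaks stand against 80516 here. Over 10 kb from a TSS lay about 56% of peaks in Fig. 5b, read by eye, against 67.6% here, and within 1 kb about 19% against 14.7%. With the TSSs of all annotated genes, an alternative set before the data were examined, the shares were 45.9% and 20.8%.

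The paper's Fig. 3d lists MCM2 and CCND1 among genes without a change at 24 h. Here MCM2 decreased (log2 fold change -0.19) and CCND1 increased (0.13), and both calls were kept in every alternative run. MCM2 is also in the paper's Supplementary Table 1.

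The paper finds that sites with decreased intensity far outnumber those with increased intensity. By presence of a call, ACBI1-only peaks (12223) outnumbered DMSO-only peaks (10403). Among peaks of at least 400 bp there were 17550 DMSO-only and 4636 ACBI1-only peaks, but that limit removes 22428 ACBI1 and 6177 DMSO peaks, so the order under it is set by the widths. A change of intensity and a change of call are different measures.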

Other observations

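The interest in DMSO replicate 1, the second comparison with the 3 DMSO libraries alone, the comparison of unscaled counts, the thresholds on counts and the strata of mean expression were chosen only after results had been seen. The tests of the AP-1 word and of ribosomal protein genes were chosen after the numbers, overlaps and median widths of the peaks and the edgeR values of the genes the paper names had been seen, though not the values that these tests compare.

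Of the 10 splits of the 6 RNA-seq samples into 3 and 3, 1 gave as many changed genes as the real split, which is the real split itself. The other 9 splits, which mix the conditions, gave 0 genes each at an adjusted p under 0.05, and between 100 and 262 of 14331 genes at an unadjusted p under 0.05, against 6331 and 7254 for the real split (edgeR's quasi-likelihood test). With 10 splits the share cannot go below 0.1, however large the real split's count is.

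DMSO replicate 1 holds transcripts that the other libraries lack. In it, 48 genes had at least 20 counts and over 4 times the level of every other library, while none of the other 5 libraries had such a gene. They hold 2737 counts, or 0.00738% of that library. Of these genes 5 were tested and 5 were called decreased with ACBI1, and 1 of them, CHI3L1, is still called without DMSO replicate 1. The log2 fold changes of ITGB2 (-2.03), LAPTM5 (-2.40), CCL5 (-1.77) and CXCL10 (-1.31) became 0.054, -0.21, 0.23 and 0.46 without it. A general difference in depth is argued against, since without any scaling the counts of that library were not higher than those of the other DMSO replicates, with a median log2 ratio of -0.024 over all tested genes (between -0.088 and 0.067 for the other 5 libraries, each against its own condition) and a total of 37104108 counts against 38546384 and 37340356. Reads from leukocytes are a candidate source. Leukocyte markers were highest in DMSO replicate 1 in 10 of 17 genes with at least 5 counts (binomial test against 1 in 6, adjusted p = 4.1e-04; 12 of 17 among the 3 DMSO libraries, adjusted p = 0.0075), of which 5 are above 1 CPM in the other libraries. LAPTM5 had 147 counts against 10 to 13, LCP1 88 against 0 to 3 and PTPRC 16 against 0. CSF1R, with more counts in every library, had 355 against 138 to 190, and TYROBP had 47 against 7 to 16. The abundant markers LYZ (2 counts), CD68 (4), CD14 (9) and CD74 (2631) were not raised. Interferon response genes were highest in 9 of 10 (adjusted p = 6.7e-06; 9 of 10 among the DMSO libraries, 0.0028), with 4 of them above 1 CPM in the other libraries. RSAD2 had 88 counts against 0, MX1 71 against 0 to 2 and IFI44L 50 against 0, while the more abundant genes were raised little (IFIT1 with 214 against 110 to 182, IFI6 with 957 against 641 to 813) or not at all (ISG15 with 1598 against 1584 to 1950). Of the other lists, fibroblast markers were highest in 4 of 7 (0.047; 5 above 1 CPM), T cell markers in 3 of 9 (0.24; 2), skeletal muscle in 3 of 7 (0.19; 2), erythroid in 1 of 4, squamous epithelium in 1 of 1 and hepatocyte in 0 of 9. Fibroblast markers pass as well, so the ranking also responds to small shifts. The binomial test treats the markers of a list as independent, so its p-values can be too small. LAPTM5, which is on the leukocyte list, is also among the genes seen to depend on DMSO replicate 1. Reads from other cells and an interferon response of some cells of this replicate cannot be told apart, because the counts are few.

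Target genes of TEAD-YAP had a median log2 fold change of -0.25 (22 tested, 13 decreased and 3 increased, 16 when adjusted over the list alone, camera adjusted p = 6.6e-05, range over the alternatives 2.0e-06 to 0.13). The fall may follow from lost open chromatin at TEAD motifs, but in the centre of DMSO-only peaks the TEAD word (ratio to shared peaks 1.43) was not separable from its reversed word (1.29), and in whole peaks both were less frequent than in shared peaks (0.918 and 0.733, separate intervals), so the link stays open. REST target genes were expected to rise if their repression needs BRG1. Their median was -0.065 (25 tested, 8 increased and 10 decreased, 18 when adjusted over the list alone, camera adjusted p = 0.0039, range 8.9e-04 to 0.13), and members that change both ways decide nothing. The quartiles were -0.30 and 0.35, and the two-sided p gives no direction. With upper quartile and total count scaling, which shift all genes upward, the camera adjusted p was lower (0.0032 and 0.0021). The small p is therefore not evidence of a fall. Without ACBI1 replicate 1 the median was 0.026 and without DMSO replicate 2 it was 0.0043.

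Genes without an ATAC-peak within 5 kb of the TSS had larger absolute log2 fold changes than genes with one, by 0.078 in the median (bootstrap 95% interval 0.061 to 0.096). In the lowest of 5 bins of mean expression, where most of these genes lie, the difference was 0.0024 (-0.028 to 0.030), so low counts are consistent with the whole difference. Whether the same holds for fold changes of genes bound and not bound by BRG1 was not tested, because lists of bound genes were not used here.

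Among changed genes 94.5% (95% interval 93.9 to 95.1) had an open promoter, against 89.3% (88.6 to 90.0) of unchanged genes. These raw shares are not adjusted for expression. Within strata of mean expression the common odds ratio was 1.26 (1.09 to 1.45, Mantel-Haenszel) with 5 strata, 1.19 (1.04 to 1.37) with 20 and 1.18 (1.03 to 1.37) with 50. These 3 numbers of strata were tried after the shares had been seen. A higher share in changed genes remained with each of them, but the ratio was lower with more strata. Differences of expression within strata are therefore not excluded as the cause of the rest.

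For the AP-1 word in DMSO-only peaks, base composition is argued against as the whole cause, since the reversed word had a ratio of 1.24 where the AP-1 word had 1.68. Both words were searched in a central window of fixed size, so the reversed word cannot test peak width, which stays open. Over 10 kb from a TSS and matched on GC content, a comparison chosen later, the ratios were 1.40 for the AP-1 word and 1.03 for the reversed word. In whole peaks, which are narrower in the DMSO-only set, they were 1.05 and 0.791.

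The fall of cytosolic ribosomal protein genes was compared with 10000 random lists matched on gene length, of which 1 had a median as low, and with 10000 matched on mean expression, of which 142 did. The lists matched on mean expression had a median of -0.065 (limits -0.104 and -0.027), so a trend with expression is present. With all samples the list median of -0.11 lay below these limits, but without DMSO replicate 2 it was -0.080, between them. Random lists also lack the correlation between ribosomal protein genes, and with an estimated correlation the camera adjusted p of the list was 0.59. Expression as the whole of the fall therefore stays open.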
